A study of Arabidopsis thaliana with 9 samples.

How the data were processed

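Messenger RNA sequencing was performed on 14-day-old Arabidopsis thaliana seedlings grown under 16 h of light and 8 h of darkness. The 9 libraries came from 3 genotypes, wild type and the mutants aar2-1 and aar2-2, with 3 replicates each. Per the labels' protocols, RNA was extracted with TRI Reagent and libraries were made with the NEBNext Ultra II RNA kit. Samples were assigned to genotypes, and replicates were numbered, from the sample titles.

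The authors deposited 1 table per library with a value in CPM, the reads of a gene scaled by the library total, for the same 22903 locus codes. This unit was read from the values, since the file headers name only the sample. Each column summed to between 999965 and 999978, and low values were whole multiples of 1 step per library. The aligner, the read counter, the genome build, the annotation and the filter on low genes are stated neither in the labels nor in the headers. The lowest sum of reads of a listed gene over the 9 libraries was 9. Replicates were not pooled.

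The step gave the worth of 1 read, from 0.0284 to 0.0409 CPM, and with it the number of reads behind each value. Between 99.9956% and 100% of the values per library came out as whole reads. The libraries held from 24471852 to 35267558 reads counted over genes. No coordinates are reported, because no build is named. Gene symbols, products, intron numbers, transcript length, GC content, gene order and exon overlaps were taken from the TAIR10.1 annotation, whose positions may differ from those of the annotation behind the values. Of the 22903 codes, 22767 matched a locus tag there. The chromosome was read from the locus code.

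A test on counts had been planned for count tables. As the values were CPM, the planned test for normalized values was used: limma 3.58.1 (lmFit, then eBayes with trend) in R 4.3.3 on log2(CPM + 1), for the 18838 genes with a mean of at least 1 CPM over all libraries. All 9 libraries entered 1 fit with 3 group means. P-values were adjusted by the Benjamini-Hochberg method, and a gene was called changed at an adjusted p-value under 0.05. Fold changes are on the log2(CPM + 1) scale, which understates the change of low genes. A gene list was tested with limma's camera at an inter-gene correlation of 0.01.

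The comparisons were each mutant against wild type, aar2-2 against aar2-1, and the genes changed in both mutants. Lists of 56 microRNA targets and 16 microRNA pathway genes were fixed before the data were examined, as were the first group of alternatives named below and the rule for naming genes. That rule took AAR2, the 5 genes higher and the 5 lower with the largest mean fold change among genes changed in both mutants with all 6 mutant libraries beyond all 3 wild-type libraries, up to 3 genes in each direction that differed between the mutants with no overlap of libraries, and up to 10 members of the fixed lists changed in both mutants. A planned set of microRNA precursor genes was not tested, because 0 of the listed codes had a symbol of that kind.

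The genotypes share replicate numbers in the sample titles, so a fit with the replicate number as a block was planned beside the fit without it. Whether the numbers pair libraries was checked by correlating deviations from the group means between same-numbered libraries.

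The alternatives in that group were the replicate block, no filter on low values, quantile normalization, a pseudocount of 0.1, only the 2 groups compared, limma without trend, adjusted p-values under 0.01, a minimum 2-fold change, other gene set tests, separate wild-type libraries for each mutant, and leaving out each library in turn. Chosen after seeing the data were edgeR 4.0.16 (quasi-likelihood, TMM) and DESeq2 1.42.0 on the recovered reads, TMM scaling of the CPM values, thinning of all libraries to the size of the smallest with and without the block, and leaving out genes whose exons overlap a listed gene on the other strand.

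The procedure was tested on simulated counts for the real genes with 200 genes changed 2-fold. Over 18855 genes, limma recovered 90% of them for aar2-1 and 93% for aar2-2, and 6.37% and 5.24% of its calls were false. Over 20574 genes, edgeR recovered 90.5% and 92.5%. A further 54 simulated genes were raised by less than 2-fold and counted as neither recovered nor false. In the real data far more genes were called, with median absolute log2 fold changes of 0.45 in aar2-1 and 0.41 in aar2-2. The simulated shares therefore do not describe recovery of changes of that size.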

Results

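The transcriptomes of seedlings carrying either of 2 mutant alleles of AAR2, aar2-1 and aar2-2, were compared with those of wild-type seedlings. AAR2 (AT1G66510) lies on chromosome 1, is annotated in TAIR10.1 as a member of the AAR2 protein family, and has 13 introns in its longest mRNA. In yeast, the protein of this name acts in the assembly of the U5 small nuclear ribonucleoprotein (snRNP) of the spliceosome. Each genotype was represented by 3 libraries. Wild-type libraries held 24471852, 27716125 and 27558128 reads counted over genes, aar2-1 libraries 29324537, 29164392 and 31305352, and aar2-2 libraries 32393347, 34412938 and 35267558. Every mutant library was deeper than every wild-type library, so depth and genotype could not be separated by grouping the libraries.

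Spearman's rho between libraries, across 18838 genes that are not independent replicates, ranged from 0.984 to 0.996 over the 9 pairs within genotypes and from 0.963 to 0.992 over the 27 pairs between genotypes. The lowest chi-square per degree of freedom within a genotype was 4.22, above the value near 1 that the same library sequenced again would give. This comparison covers counting error alone and would not detect repeat libraries of 1 RNA sample. All libraries were kept as separate replicates, as labelled. The first principal component held 51.1% of the variance and separated the 3 wild-type libraries from the 6 mutant libraries. The second held 20.4% and spread the libraries of each mutant.

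**Figure D1:**
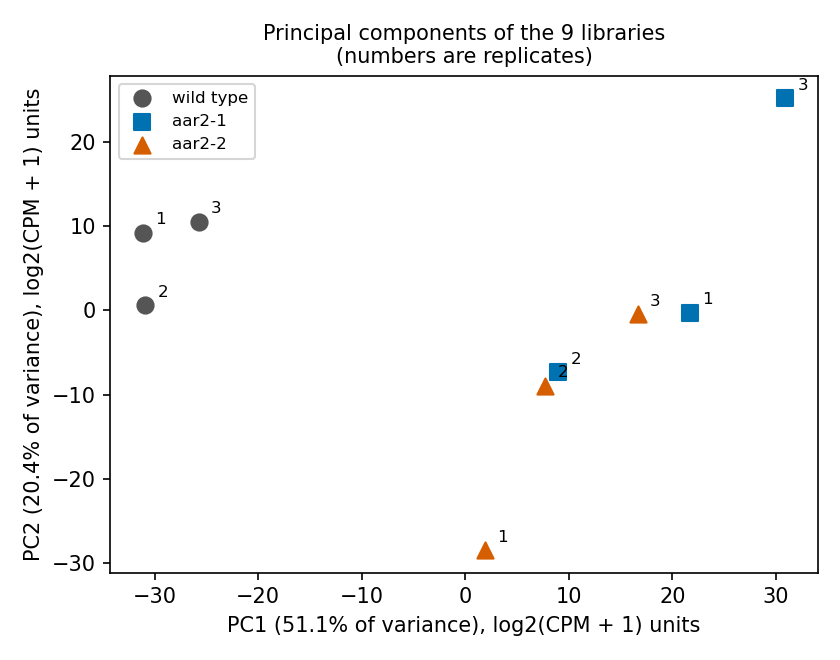
Principal components of log2(CPM + 1) over 18838 genes, with PC1 (51.1% of variance) on the x axis and PC2 (20.4%) on the y axis; circles are wild type, squares aar2-1 and triangles aar2-2, numbered by replicate. The 3 wild-type libraries lie between -31.1 and -25.7 on PC1, and the 6 mutant libraries between 1.86 and 30.9.

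The mutated gene was examined first, as a check of the labels. AAR2 was measured at 7.67 ± 0.58 CPM (SD, n = 3) in wild type, 6.04 ± 1.12 CPM (SD, n = 3) in aar2-1 and 4.58 ± 0.62 CPM (SD, n = 3) in aar2-2. These values rested on 145 to 228 reads per library. The wild-type libraries gave 7.64, 7.11 and 8.27 CPM, the aar2-1 libraries 7.33, 5.49 and 5.30 CPM, and the aar2-2 libraries 5.28, 4.36 and 4.11 CPM, so aar2-1 replicate 1 lay within the wild-type range. In aar2-1 the log2 fold change was -0.31 (SE 0.13) with a limma adjusted p-value of 0.101, and in aar2-2 it was -0.64 (SE 0.13) with an adjusted p-value of 0.00908. With the replicate number as a block, the adjusted p-values were 0.0755 and 0.00806. The difference between the 2 mutants had a log2 fold change of -0.33 and an adjusted p-value of 0.263. In two-sided exact permutation tests of the CPM values, p was 0.2 for aar2-1 and 0.1 for aar2-2, and 0.1 is the smallest p that 3 against 3 libraries allow. The exons of AAR2 overlap those of AT1G66520 on the other strand, and the counting is not stated to use strand, so part of the signal is uncertain. Leaving out aar2-1 replicate 1 moved the aar2-1 value most, to a log2 fold change of -0.44 with an adjusted p-value of 0.0377, and over the 20 alternatives that gave it a value the adjusted p-values ran from 0.0377 to 0.25.

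In aar2-1, 4732 of the 18838 genes tested (25.1%) differed from wild type at a limma adjusted p-value under 0.05, 2166 higher and 2566 lower. Of these, 433 changed at least 2-fold, 241 higher and 192 lower. In aar2-2, 4046 genes (21.5%) differed from wild type, 2276 higher and 1770 lower, and 196 of them changed at least 2-fold, 88 higher and 108 lower. The median absolute log2 fold change of the changed genes was 0.45 in aar2-1 and 0.41 in aar2-2. The correlation of deviations between same-numbered libraries averaged 0.133 for aar2-1 with wild type, -0.0242 for aar2-2 with wild type and 0.178 for the 2 mutants. With the replicate block, 4790 genes changed in aar2-1, 2321 higher and 2469 lower, and 3966 in aar2-2, 2268 higher and 1698 lower. Requiring a 2-fold change moved both counts most. Quasi-likelihood tests with edgeR on the recovered reads called 5038 and 4372 genes, and these included 4512 of the 4732 and 3750 of the 4046 genes called by limma.

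Between the mutants, aar2-2 against aar2-1, 4 genes differed, 1 higher and 3 lower, while 3022 genes had an unadjusted p-value under 0.05. With the replicate block, 12 genes differed, 3 higher and 9 lower, including all 4. This count moved most with the test: DESeq2 on the recovered reads called 380 genes, 143 higher and 237 lower, whereas edgeR called 8.

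Of the genes changed against wild type, 2556 changed in both mutants in the same direction, 1205 higher and 1351 lower, and 0 changed in opposite directions (8 at an unadjusted p-value under 0.05 in both). They made up 54.0% of the genes changed in aar2-1 and 63.2% of those changed in aar2-2, and 141 changed at least 2-fold in both. The count was 2583 with the replicate block. A further 3666 genes were called in 1 mutant alone, of which 96.2% had the same sign of fold change in the other mutant. Across genes, which are not independent replicates, the fold changes of the 2 mutants had a Pearson's r of 0.835 and a Spearman's rho of 0.815. Both fold changes share the wild-type libraries, so the same sign and a positive r can arise without a shared effect. Among the other splits drawn of the libraries into 3 groups, described below, the median r was 0.585. With separate wild-type libraries for each mutant, r averaged 0.724 over 6 choices, the alternative that moved it most.

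**Figure D2:**
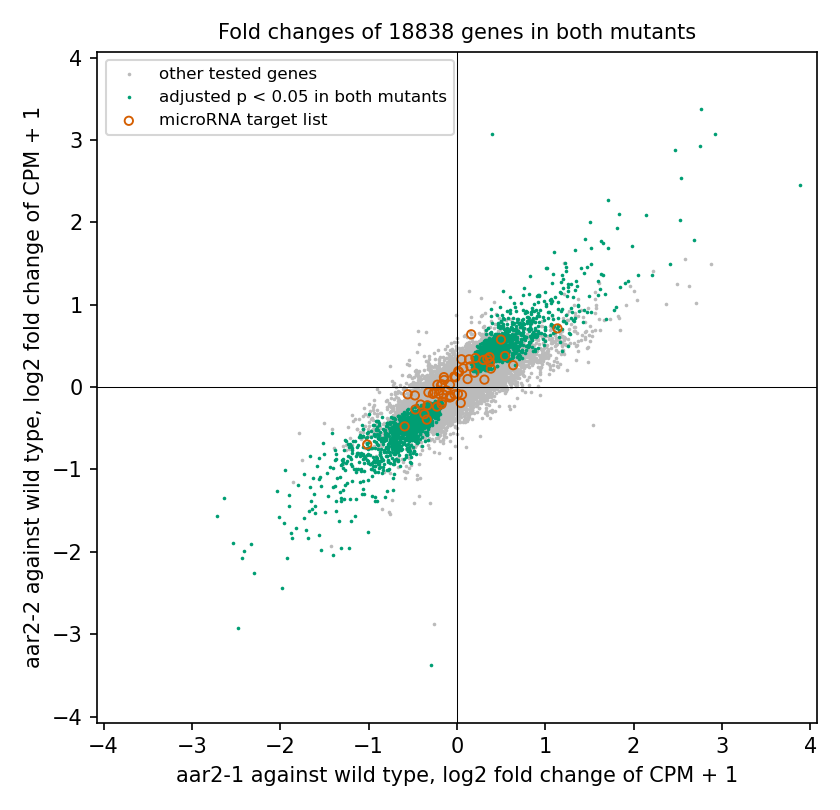
Log2 fold change of CPM + 1 against wild type in aar2-1 (x axis) and aar2-2 (y axis) for 18838 genes; green points have an adjusted p-value under 0.05 in both mutants, open orange circles are microRNA targets, and grey points are other genes. The green points run from lower in both to higher in both, and the 54 microRNA targets lie along the same diagonal on either side of 0.

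Among genes higher in both mutants, AT3G01345 on chromosome 3 rose from 1.27 ± 1.74 CPM in wild type to 27.3 ± 5.03 CPM in aar2-1 and 9.49 ± 0.979 CPM in aar2-2 (SD, n = 3), with log2 fold changes of 3.88 and 2.46 and limma adjusted p-values of 0.000452 and 0.00369. AT1G64795 on chromosome 1 had log2 fold changes of 2.76 and 3.38, with SE 0.17 for each. Its exons overlap those of AT1G64790 on the other strand, so its reads are uncertain. AT2G18193, which encodes a P-loop nucleoside triphosphate hydrolase, had log2 fold changes of 2.92 and 3.08. For the transcription factor gene NAC044 (AT3G01600) they were 2.75 and 2.92, and for AT2G04050, a MATE efflux family gene, 2.47 and 2.88. Among genes lower in both, ELI3-2 (AT4G37990), annotated as cinnamyl alcohol dehydrogenase 8, fell from 15.5 ± 3.22 CPM to 1.98 ± 0.690 CPM and 1.23 ± 0.741 CPM (SD, n = 3), with log2 fold changes of -2.48 and -2.93 and limma adjusted p-values of 0.000521 and 0.000297. SPX3 (AT2G45130) had log2 fold changes of -2.29 and -2.26. Those of PEPC1 (AT1G17710), annotated as a phosphatase, were -2.44 and -2.08, those of the galactolipid synthase gene MGDC (AT2G11810) -2.53 and -1.89, and those of AT4G13575 -1.98 and -2.44. SPX3, PEPC1 and MGDC rose with the replicate number in both mutants but not in wild type. In aar2-2 MGDC went from 1.67 to 10.7 CPM and PEPC1 from 1.39 to 7.80 CPM. The cause of this spread was not tested.

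The 4 genes that differed between the mutants separated all 3 aar2-2 libraries from all 3 aar2-1 libraries. MRD1 (AT1G53480), an intronless gene on chromosome 1, was measured at 33.8 ± 3.10 CPM in wild type, 27.3 ± 2.36 CPM in aar2-1 and 2.35 ± 0.147 CPM in aar2-2 (SD, n = 3). In aar2-2 against aar2-1 its log2 fold change was -3.08 (SE 0.09), with a limma adjusted p-value of 2.18e-07. HEI10 (AT1G53490), a RING/U-box gene, was measured at 35.2 ± 3.20 CPM, 29.1 ± 2.12 CPM and 3.93 ± 0.495 CPM, with a log2 fold change of -2.61 (SE 0.10) and an adjusted p-value of 1.18e-06. The 2 genes lie on opposite strands, and 73.8% of the exonic bases of MRD1 fall within exons of HEI10, so their values are not independent. AT1G75945, an uncharacterized gene on chromosome 1, was measured at 0.163 ± 0.126 CPM in wild type, 0.538 ± 0.190 CPM in aar2-1 and 8.78 ± 0.344 CPM in aar2-2, with a log2 fold change of 2.68 (SE 0.13) between the mutants and an adjusted p-value of 7.93e-06. AT4G36850, a PQ-loop repeat family gene on chromosome 4, was measured at 30.1 ± 2.41 CPM, 47.5 ± 3.92 CPM and 25.6 ± 2.51 CPM, with a log2 fold change of -0.87 (SE 0.09) and an adjusted p-value of 0.0119.

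**Figure D3:**
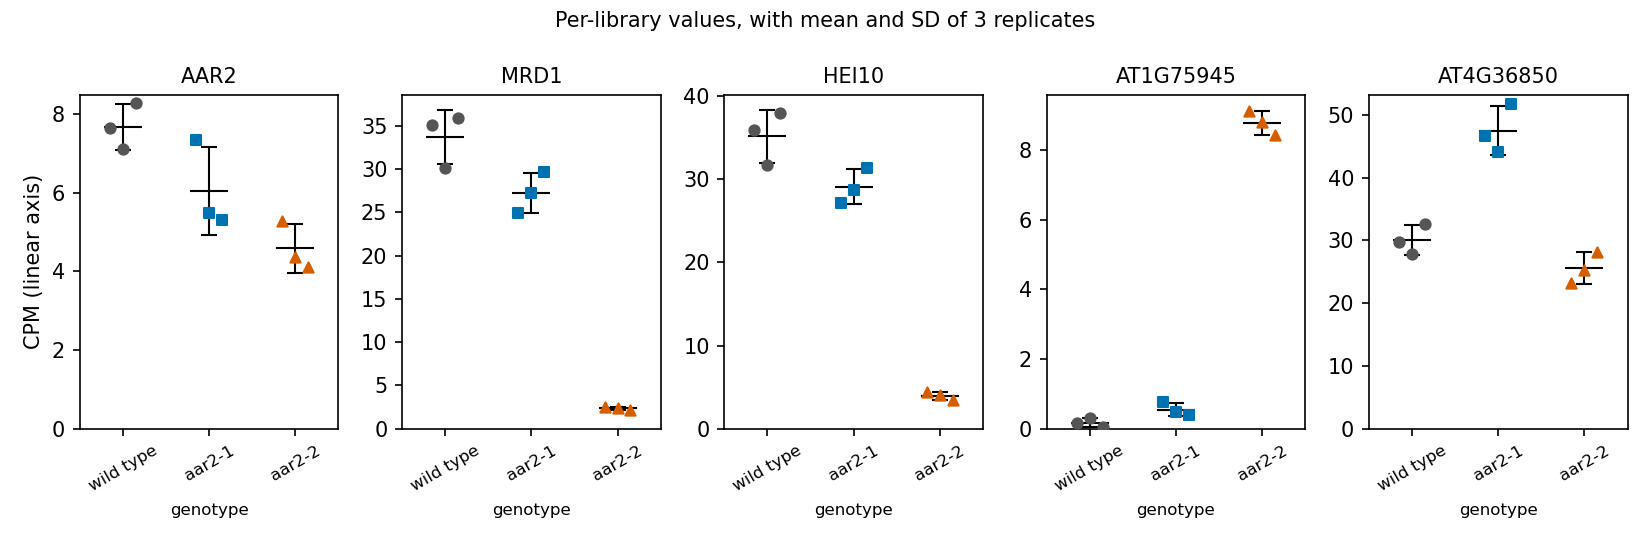
CPM (y axis, linear from 0) of AAR2, MRD1, HEI10, AT1G75945 and AT4G36850 in each library by genotype (x axis); points are libraries, and black bars give the mean and SD of 3 replicates. The aar2-2 libraries lie at 2.18 to 2.47 CPM for MRD1 and at 8.42 to 9.11 CPM for AT1G75945, apart from all other libraries, whereas for AAR2 the wild-type and aar2-1 libraries overlap.

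Transcripts targeted by microRNAs, the short RNAs that direct cleavage or translational repression of matching mRNAs, were compared to ask whether they moved together in the mutants. Of the 56 listed targets, 54 were tested. Their median log2 fold change was -0.074 in aar2-1 and 0.024 in aar2-2, against medians of -0.0037 and 0.032 for all genes. Limma's camera gave adjusted p-values of 0.826 and 0.981 over the 4 tests of 2 lists in 2 mutants (0.413 and 0.981 before adjustment). The replicate block gave 0.352 and 0.981 before adjustment. The aar2-2 median changed sign under quantile normalization, to -0.0063, with an unadjusted camera p-value of 0.976; over its alternatives this p-value ran from 0.427 to 0.992. In aar2-1, 19 of the 54 targets changed at an adjusted p-value under 0.05 over all genes, 8 higher and 11 lower, and 21 did when adjusted over the list alone. In aar2-2 the counts were 13, 7 higher and 6 lower, and 13.

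In both mutants, 9 targets changed in the same direction, 4 higher and 5 lower, and 10 did when adjusted over the list alone. SPL2 (AT5G43270) rose from 19.6 ± 1.34 CPM to 44.4 ± 5.28 CPM in aar2-1 and 32.7 ± 1.69 CPM in aar2-2 (SD, n = 3), with log2 fold changes of 1.14 and 0.71 and limma adjusted p-values of 0.000215 and 0.00156. CSD2 (AT2G28190) fell from 32.7 ± 4.71 CPM to 15.6 ± 1.74 CPM and 19.7 ± 0.977 CPM (SD, n = 3), with log2 fold changes of -1.02 and -0.70 and adjusted p-values of 0.000547 and 0.00351. The other targets higher in both were MYB65, SPL4 and ATHB-8, with log2 fold changes between 0.36 and 0.58. Those lower in both were CSD1, AP2, ARF6 and DCL1, between -0.59 and -0.22. The exons of MYB65, CSD1 and DCL1 overlap those of a gene on the other strand.

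Of the 16 microRNA pathway genes, 3 changed in aar2-1 and 4 in aar2-2, and 2 changed in both in the same direction. Adjusted over the list alone, the counts were 2 in aar2-1, 5 in aar2-2 and 2 in both. The count in both was also 2 with the replicate block. DCL1 (AT1G01040), which encodes the enzyme that processes microRNA precursors, fell from 34.6 ± 0.495 CPM to 29.4 ± 0.248 CPM in aar2-1 and 29.2 ± 1.14 CPM in aar2-2 (SD, n = 3), with log2 fold changes of -0.23 and -0.24 and limma adjusted p-values of 0.0175 and 0.0172. STA1 (AT4G03430, symbol EMB2770 in the annotation), a pre-mRNA splicing factor gene, rose from 62.2 ± 1.02 CPM to 81.3 ± 6.27 CPM in aar2-2 (SD, n = 3), with log2 fold changes of 0.36 and 0.38 in aar2-1 and aar2-2 and adjusted p-values of 0.00567 and 0.00586. As a set, the pathway genes had median log2 fold changes of 0.0034 and 0.073, with limma camera adjusted p-values of 0.981 and 0.826 (0.951 and 0.400 before adjustment).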

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

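The tests of library depth, scaling and overlap in this part were chosen after the results were seen. Each of the 4 genes that differed between the 2 mutants was singled out because the difference itself was tested and had an adjusted p-value under 0.05.

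AT1G75945 was higher in aar2-2 than in aar2-1 by a log2 fold change of 2.68, in 3 of 3 libraries, on 295 to 303 reads per aar2-2 library and 12 to 22 per aar2-1 library. After thinning all libraries to the size of the smallest, the adjusted p-value was 1.08e-05, and after TMM scaling 1.10e-05, within 2.49e-43 to 0.00567 over its alternatives. Its exons overlap 0 listed genes on the other strand. Overlap with a listed gene on the other strand therefore did not account for it. Overlap on the same strand or with genes that are not listed was not tested. Thinning leaves expected CPM as it is and the scaling factors were near 1, so neither could remove a difference of this size, and both show no stability here and for the genes below. Every aar2-2 library was deeper than every aar2-1 library, so grouping could not separate depth from genotype. However, aar2-1 replicate 3 gave 0.383 CPM at 31305352 reads, and aar2-2 replicate 1 gave 9.11 CPM at 32393347 reads. Within aar2-2 the value then fell to 8.80 and 8.42 CPM at 34412938 and 35267558 reads. These values argue against depth as the cause for this gene. A sequence difference between the lines and the reference, or a variant elsewhere in the background of 1 line, may also give such a difference and was not tested, so the value cannot be assigned to the AAR2 allele. AT1G75945, MRD1 and HEI10 lie on chromosome 1, as AAR2 does, so such a variant may also be linked to AAR2.

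MRD1 was lower in aar2-2 by a log2 fold change of -3.08 and HEI10 by -2.61, each in 3 of 3 libraries. After thinning, the adjusted p-values were 1.82e-07 for MRD1 and 3.22e-07 for HEI10, and after TMM scaling 1.68e-07 and 8.57e-07. Over their alternatives the adjusted p-values reached at most 2.97e-05 for MRD1 and 0.000104 for HEI10, and were lowest with DESeq2, at 5.75e-135 and 7.65e-109. MRD1 overlaps 1 listed gene on the other strand and HEI10 overlaps 2. HEI10 minus MRD1 was 1.47 ± 0.627 CPM in wild type, 1.85 ± 0.396 CPM in aar2-1 and 1.59 ± 0.349 CPM in aar2-2 (SD, n = 3). In a two-sided exact permutation test over 84 splits, this difference did not separate aar2-2 from the other 6 libraries (p = 0.833), while MRD1 alone and HEI10 alone did, each at p = 0.0119, the smallest these splits allow. The pair may therefore be 1 signal counted for 2 genes, and whether HEI10 itself changed cannot be told from these values. Of the 10 nearest tested genes, 5 on each side, 1 was lower in aar2-2 than in aar2-1 at an unadjusted p-value under 0.05, so the drop did not extend along the chromosome. A line-specific variant at this locus was not tested.

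AT4G36850 was lower in aar2-2 than in aar2-1 by a log2 fold change of -0.87, in 3 of 3 libraries, with aar2-1 above wild type and aar2-2 near it. The adjusted p-value was 0.0220 after thinning and 0.00745 after TMM scaling, and its exons overlap 0 listed genes on the other strand. Over the 21 alternatives that gave it a value, its adjusted p-value ran from 1.09e-13 to 0.123. It was above the threshold in 3 of the fits that left out 1 library. With only the 2 groups compared it was 0.0778, also above the threshold. Overlap with a listed gene on the other strand did not account for the difference. A background variant may do so and was not tested, nor was overlap of other kinds.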

How the results depend on the processing

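AAR2 kept its side of the threshold in aar2-2 under all 20 alternatives, with log2 fold changes from -0.77 to -0.58 and adjusted p-values from 0.000120 to 0.0361. In aar2-1 it stayed lower under all 20, from -0.44 to -0.24, with adjusted p-values from 0.0377 to 0.25, and passed the threshold in 1. That was the fit without aar2-1 replicate 1. The replicate block, no filter, no trend, only the 2 groups compared and leaving out a library of the other mutant leave these fold changes as they are and show no stability of direction.

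Requiring a 2-fold change left 433 genes in aar2-1, 196 in aar2-2 and 141 in both. At an adjusted p-value under 0.01 the counts were 1699, 1178 and 709. Across the 9 fits that each left out 1 library, the counts ranged from 2341 to 4688 for aar2-1, from 1746 to 4691 for aar2-2 and from 1044 to 2676 for both. Under the other alternatives these counts stayed within 1.5 times the reported ones. The share of higher calls in aar2-2 was 56.3% as deposited, 48.2% after quantile normalization, 49.6% after TMM scaling, 48.0% with edgeR, 47.4% with DESeq2, 48.1% without wild type replicate 2 and 44.9% among 2-fold changes. In aar2-1 it was 45.8%, against 50.2% with DESeq2, 55.7% among 2-fold changes and 37.5% without wild type replicate 2. Which direction held more genes thus depended on these choices.

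The number of genes that differed between the mutants was the least stable count: 12 with the replicate block, 8 with edgeR, 8 after thinning, 71 after thinning with the replicate block, 380 with DESeq2, and 2 without overlapping genes. Leaving out overlapping genes removes MRD1 and HEI10, which overlap each other, so that fall was fixed in advance. After quantile normalization the number was 5, 2 higher and 3 lower, against 1 higher and 3 lower as reported. It ranged from 3 to 176 genes across the 9 fits that left out 1 library, and the highest came without aar2-1 replicate 2, with 110 higher and 66 lower. Without aar2-2 replicate 1, 10 were higher and 3 lower, so the direction held by most of these genes was not stable. The cause of the changes other than that without overlapping genes was not tested.

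The correlation of the 2 mutants' fold changes was 0.724 with separate wild-type libraries and 0.761 with DESeq2 over all listed genes, and ranged from 0.765 to 0.873 across the fits that left out 1 library. The replicate block and the fit without trend leave fold changes as they are and show no stability here. The first value removes the shared wild-type libraries but also leaves fewer of them per mutant. The cause was not tested.

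The microRNA target set passed no threshold under any alternative run. Its median in aar2-2 changed sign to -0.0063 after quantile normalization, to -0.0037 with edgeR, to -0.00070 after TMM scaling and to -0.011 without overlapping genes, and ranged from -0.070 to 0.059 across the fits that left out 1 library. The median of all genes in aar2-2 fell from 0.032 to 0.0075, 0.0014, 0.0083 and 0.026 in the first 4 of these, so the target median lay below it in each, as it did in the reported fit. After the 3 scalings the sign thus follows the position of 0, whereas without overlapping genes the target median itself fell. For that fit and those that left out 1 library the cause was not tested. DESeq2 gave no value for it. In the fits that left out 1 library, 1 or 2 pathway genes changed in both mutants, without overlapping genes 1 did, and after quantile normalization 3 did. Leaving out overlapping genes removes DCL1, so the count of 1 there was fixed in advance.

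For the 24 other named genes, 914 values were recomputed for 44 fold changes, of which 867 stayed on their side of the threshold, 47 lost it and 0 changed sign, although settings such as the replicate block cannot change a sign. SPL4 in aar2-2 lost it under 15 alternatives, ARF6 in aar2-2 under 7, AP2 and CSD1 in aar2-2 under 6 each, and AT4G36850 under 4. Leaving out overlapping genes gave no value for AAR2, which is among them. The planned microRNA precursor set could not be run.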

Other observations

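In this part, the tests of the second phosphate list, of the 16 tri-snRNP genes as a set, of the touch list and of other groupings of the libraries were chosen before their results were seen, and the remaining tests were chosen after.

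Other groupings of the libraries were tried for the results across genes. For aar2-1 against wild type, 1 of the 4 splits of the 6 libraries that part all same-numbered pairs gave as many changed genes, the real one, and the others gave 0 (234 to 1002 genes at an unadjusted p-value under 0.05, against 7288 for the real split). The same held for aar2-2 against wild type, with 1 of 4 (374 to 616 genes in the others at an unadjusted p-value under 0.05), and for aar2-2 against aar2-1, with 1 of 4 (304 to 1263 genes in the others). The 6 further splits in each comparison, which put same-numbered libraries together, gave at most 0, 0 and 1 genes (at an unadjusted p-value under 0.05, up to 1174, 900 and 2507 genes). For the microRNA targets, 2 of 4 splits gave as large a median in aar2-1 and 3 of 4 in aar2-2. With 4 splits no share under 0.05 can be reached. Of 100 drawn from the 108 splits into 3 groups with 1 library of each number, 1 gave as many genes changed in both mutants, the real one, and the next gave 1958. As many pathway genes were reached by 3 of 100, all 3 of which kept the wild-type group whole. As high a correlation was reached by 6 of 100. Of these, 3 kept the wild-type group whole, as did 3 of all splits drawn, and so still compared wild type with mutants; 3 broke it up.

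Several of the genes lowest in both mutants are known from phosphate starvation, such as SPX3 and MGDC. A second list of 16 phosphate-starvation genes, whose values had not been seen, had 15 tested members. Their median log2 fold change was -0.67 in aar2-1 and -0.54 in aar2-2, with 15 and 14 of the 15 below 0 and the list mean below all wild-type libraries in 3 of 3 libraries of each mutant. Limma's camera gave adjusted p-values of 1.10e-08 and 9.37e-07 over 4 tests (2.74e-09 and 7.03e-07 before adjustment), and 4.83e-09 and 6.24e-07 with the replicate block before adjustment. After thinning the larger p of the 2 mutants was 3.84e-07, and after TMM scaling 1.98e-06. These 2 values show no stability, since thinning leaves expected CPM as it is and 1 factor per library moves the list and the other genes alike. Of 10000 random lists matched on expression, GC content and length, the share as low was 0.0001, the smallest they can give. Selection of the first genes and the matched properties did not account for the pattern. Depth differed between wild type and mutants, so grouping could not separate it from genotype. The deeper mutant, aar2-2, had the smaller median drop, -0.54 against -0.67 in aar2-1. This goes against a drop that grows with depth, although the difference between these medians was not tested. A lower phosphate-starvation response in the mutants may explain the pattern, as a hypothesis. Differences in growth or medium between pots or plates of different genotype were not tested.

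STA1 and AT5G25230, both tied to the U4/U6.U5 tri-snRNP of the spliceosome, were higher in both mutants. The other 16 listed tri-snRNP protein genes were above 0 in 16 of 16 cases in each mutant, several of them barely in aar2-1, with 6 changed in aar2-1 and 9 in aar2-2 at an adjusted p-value under 0.05, and with median log2 fold changes of 0.16 in aar2-1 and 0.23 in aar2-2, and the list mean was above all wild-type libraries in 3 of 3 libraries of each mutant. Limma's camera gave adjusted p-values of 3.61e-05 and 2.16e-07 over the same 4 tests (3.61e-05 and 1.08e-07 before adjustment), and 0.000109 and 3.84e-07 with the replicate block before adjustment. After thinning the larger p was 3.26e-05, and after TMM scaling 2.93e-05, which again show no stability. The larger share of matched random lists as high was 0.0085. As for the phosphate list, co-regulation within the list was not allowed for, so these p-values and this share may be too small. Without the PRP8, BRR2 and SNU13 copies, which may share reads, 9 genes remained, with medians of 0.15 and 0.20 and a larger p of 0.00178. Reads shared between other similar genes were not tested, so this check covers the PRP8, BRR2 and SNU13 copies alone. PRP8B, BRR2B and PRP3, chosen after their values were seen, rose most, with log2 fold changes of 0.91, 1.07 and 0.85 in aar2-1. The more abundant copies PRP8A (mean 248 CPM, against 4.39 for PRP8B) and BRR2A (155 CPM, against 50.4 for BRR2B) passed the threshold in neither mutant. Their log2 fold changes were 0.14 and 0.017 in aar2-1, and 0.15 and 0.099 in aar2-2. These tests are consistent with a rise of tri-snRNP protein transcripts in plants with altered AAR2, as a hypothesis that cannot be told apart from depth. Protein levels and snRNP assembly were not analysed here.

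Intronless genes were lower relative to intron-containing genes in both mutants. The median log2 fold change of 2797 intronless genes was -0.12 in aar2-1 and -0.080 in aar2-2, against 0.0092 and 0.044 for 15951 genes with introns. Relative to the wild-type mean, the gap was between -0.19 and -0.07 in the 6 mutant libraries. Of 10000 matched draws of intron-containing genes, the share with as low a median was 0.0001, the smallest they can give. The gap kept at least 109% of its size without overlapping genes. It kept 98.6% after thinning and 99.0% after TMM scaling, which could hardly change it and show no stability. In aar2-1 the deepest library had the smallest gap (-0.0745, against -0.160 and -0.147). In aar2-2 the shallowest library had the largest gap (-0.195, against -0.0985 and -0.109). Wild type went slightly the other way, from 0.0092 in the shallowest library to -0.0022 in the deepest. Within the mutants the gap thus did not grow with depth. However, aar2-1 replicate 3, with the smallest gap, and aar2-2 replicate 1, with the largest, also lay at the ends of the within-genotype component described below (scores 0.537 and -0.491). That component could not be told apart from depth, so these values do not decide whether depth is the cause. Every mutant library was still deeper than every wild-type library. The direction runs against a plain loss of spliced transcripts, since it is genes without introns that are lower, and the pattern may reflect which pathways contain intronless genes. That explanation was not tested.

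Within genotypes, 1 component held 47.2% of the variance and spread the libraries of all 3 genotypes, most in aar2-1 (scores -0.0814, -0.455 and 0.537) and aar2-2 (-0.491, 0.0919 and 0.399). Its highest loadings included XTH18, CML38 and CMPG1, chosen after their values were seen. A list of 17 touch- and stress-induced genes had 15 tested members, 15 of them with positive loadings, and the share of random lists matched on expression with as high a mean loading was 0.0001, the smallest they can give. This is consistent with libraries differing in touch or handling stress at harvest. Scores and read totals, both centred within genotypes over 9 libraries, had a Pearson's r of 0.599 (exact permutation p = 0.0972) and a Spearman's rho of 0.700 (exact permutation p = 0.0880), and r was 0.718 without the 2 libraries farthest from the median depth, so depth cannot be told apart from it. Same-numbered libraries were as close in 7 of 36 matchings, which leaves a batch by replicate number open too. The touch list had a median log2 fold change of 0.59 in aar2-1 and 0.37 in aar2-2, but CBF2, CML37, ZAT10 and BAP1 were below 0 in aar2-1, CBF2 at -1.29. Across genes, which are not independent replicates, loadings and fold changes had a Pearson's r of 0.365 in aar2-1 and 0.112 in aar2-2, so the gradient may contribute to some stress genes called in the mutants and does not follow their fold changes closely.

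Among genes strongly changed in the mutants, wild type replicate 2 lay toward the mutants, although over all genes wild type replicate 3 lay nearest to them on the first principal component. For 13 genes at least 8-fold higher in aar2-1 than in the other wild-type libraries, it was above those libraries in 13 of 13, by a median of 9.78% of the distance to aar2-1 (quartiles 7.06% and 14.1%). The same measure was -5.18% for wild type replicate 1 over 6 genes and -1.45% for replicate 3 over 7. AT3G01345 is an example, at 91 reads against 7 and 7. If aar2-1 material had been mixed into that library, genes at least 4-fold lower in aar2-1 would move by a like share. They moved toward the mutant in 36 of 39 cases, but by a median of 35.5%, more than a single mixed share gives. For aar2-2 as the source, 12 of 12 raised and 33 of 34 lowered genes moved toward the mutant, by medians of 6.48% and 41.1%. AT1G75945 moved by 2.18%, below the quartiles of the raised genes (4.95% and 14.2%), on 8 reads in that library. MRD1, at 2.35 CPM in aar2-2, lay toward aar2-2 in that library, at 30.2 CPM against 35.1 and 35.9 CPM. These markers do not exclude aar2-2. A mix with either mutant may contribute but cannot be told apart from variation between wild-type seedlings. Leaving out this library changed the counts to 3425 genes in aar2-1 and 2606 in aar2-2, a drop not specific to it: without replicate 1 the counts were 2341 and 1746, and without replicate 3 they were 3158 and 2646.

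Reads were shared between strands. Of 188 genes with at least 95% of their exonic bases inside the exons of a gene on the other strand, and a mean of at least 1 CPM, the enclosing gene was at least as high in all 9 libraries in 188 pairs, and 5 pairs had identical values. Among 6259 adjacent pairs without overlap, the longer gene was the higher one in 49.5%. The values are consistent with reads counted without regard to strand for every gene they overlap, although neither the labels nor the headers state the counting. In all, 2896 pairs of 5609 listed genes have any exon overlap on opposite strands, and their single values are uncertain for this reason.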
